# DNA methylome signatures as epigenetic biomarkers of hexanal associated with lung toxicity

**DOI:** 10.7717/peerj.10779

**Published:** 2021-02-04

**Authors:** Yoon Cho, Mi-Kyung Song, Jae-Chun Ryu

**Keywords:** DNA methylome, Epigenetics, Hexanal, Aldehyde, Lung toxicity

## Abstract

**Background:**

Numerous studies have investigated the relationship of environmental exposure, epigenetic effects, and human diseases. These linkages may contribute to the potential toxicity mechanisms of environmental chemicals. Here, we investigated the epigenetic pulmonary response of hexanal, a major indoor irritant, following inhalation exposure in F-344 rats.

**Methods:**

Based on DNA methylation profiling in gene promoter regions, we identified hexanal-characterized methylated sites and target genes using an unpaired t-test with a fold-change cutoff of ≥ 3.0 and a *p*-value < 0.05. We also conducted an integrated analysis of DNA methylation and mRNA expression data to identify core anti-correlated target genes of hexanal exposure. To further investigate the potential key biological processes and pathways of core DNA methylated target genes, Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis were performed.

**Results:**

Thirty-six dose-dependent methylated genes and anti-correlated target genes of DNA methylation and mRNA in lung tissue of hexanal exposed F-344 rats were identified. These genes were involved in diverse biological processes such as neuroactive ligand-receptor interaction, protein kinase cascade, and intracellular signaling cascade associated with pulmonary toxicity. These results suggest that novel DNA methylation-based epigenetic biomarkers of exposure to hexanal and elucidate the potential pulmonary toxicological mechanisms of action of hexanal.

## Introduction

The role of epigenetics has been expanded to the field of environmental toxicology to include exposure to chemical agents and pathogenesis of diseases (Watson & Goodman, 2002; Szyf, 2011). It is defined as environmental epigenetics (Ho et al., 2012) and provides important insights into the linkage between environmental exposure and human health based on toxicogenomic concepts (Burris & Baccarelli, 2014; Reamon-Buettner, Mutschler & Borlak, 2008).

The implication of environmental epigenetics in toxicogenomics has been demonstrated in numerous studies. It may provide the cellular and molecular signatures affected by exposure to environmental factors and contribute to understanding epigenetic toxicological mechanisms (Baccarelli & Bollati, 2009). This approach is used for developing exposure biomarkers for detecting the response at low doses, early effects and elucidating the underlying modes of action for environmental disease (McHale et al., 2010). Therefore, it has been considered an effective strategy for toxicological risk assessment of environmental chemicals.

Exposure to a variety of environmental factors induces epigenetic alterations which emerge as key factors of numerous important cellular processes including regulation in gene expression. Also, aberrant epigenetic patterns are critical for the development of diseases and cancer progression (Zoghbi & Beaudet, 2016; Kagohara et al., 2018; Koh & Hwang, 2019). Furthermore, recent studies have highlighted the importance of epigenetic biomarkers such as miRNA and DNA methylation-based biomarkers. Epigenetic biomarkers are emerging as screening tools for exposure and risk assessments of environmental chemicals (Ray, Yosim & Fry, 2014). However, the use of epigenetic changes as a predictive exposure biomarker for exposure to environmental toxicants remains unclear. Here, we aimed to identify the epigenetic biomarkers of hexanal (hexaldehyde) for exposure and risk assessment based on the DNA methylome signature.

Hexanal is one among the aldehydes which are classified as microbial volatile organic compounds (mVOCs). mVOCs are emitted during metabolism in micro-organisms, including fungi and bacteria. It is known that mVOCs are highly abundant in the indoor environment (Korpi, Järnberg & Pasanen, 2009). Previous studies demonstrated that exposure to mVOCs may induce diverse adverse health effects such as irritation of the respiratory tract and eyes and inflammatory responses (Korpi, Järnberg & Pasanen, 2009; Thorn & Greenman, 2012). Of the more than 1,000 compounds of mVOCs, aldehydes are a predominant group (Garcia-Alcega et al., 2018). However, the toxicological data of mVOCs using omics technologies is still not well understood. We previously investigated the toxicogenomic response of hexanal, an important indoor air pollutant, using an in vitro system (Cho et al., 2014; Cho et al., 2015). In this study, we aimed to investigate the epigenetic response based on DNA methylation of hexanal exposure using the in vivo model system.

To clarify the DNA methylation networks by exposure to hexanal associated with lung toxicity, we analyzed the DNA methylation profiling of lung tissues of F-344 rats following inhalation exposure to hexanal. In the three hexanal inhalation exposure groups (600, 1,000, and 1,500 ppm), the expression of 73 methylated genes was altered and 36 dose-dependent methylated genes were also identified using a 3.0-fold change cut-off and *p*-value < 0.05.

To further investigate the effect of hexanal exposure on DNA methylation and gene expression profiles, we conducted an integrated analysis of the DNA methylation and mRNA expression profiles. Core anti-correlated genes which are involved in key biological processes associated with pulmonary toxicity were identified. These results provide that a novel epigenetic biomarker of exposure to hexanal and potential important quantitative biomarkers for risk assessments. This approach of DNA methylation-environmental factors may also reveals new mechanistic insights on the epigenetic actions of pulmonary toxicity.

## Materials & Methods

### Vertebrate animal study

### Test animal

Forty male and female Fischer 344 rats of both sexes (10 rats/group), 7 weeks of age, were purchased from ORIENT BIO INC. (Seongnam, Korea). Prior to the experiment, animals were housed in stainless-steel cages (255 W × 3465 L × 3200 H mm) and acclimated for 5 days. Purification and quarantine periods were 3 or less, and during pretest and exposure periods, 2 or less were kept in stainless-steel cages. During the acclimation period, all animals are observed once a day to see clinical symptoms caused by the disease. Animals with diseases or abnormalities observed on physical examination are euthanized through CO_2_ inhalation. Animal rooms had a 12-h light/dark cycle and controlled temperature (22  ± 3 °C) and humidity (30–70%). All animals were given a sterilized commercial pellet diet (PMI Nutrition International, USA) and sterilized water. All experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Korea Institute of Toxicology (IACUC No. 1311-0301).

### Clinical, biochemical and histopathological examinations

Test animals were subjected to examine every day for any clinical, blood biochemical and histopathological symptoms and mortality. Total body weight was measured twice a week during the 4 weeks exposure period. Test animals surviving to the end of the exposure period received completed necropsy. Test animals were euthanized using isoflurane anesthesia. For autopsy animals, gross autopsy findings were observed before organ weight measurement. Whole blood (WB) was rapidly collected for blood biochemical analysis from the abdominal aorta under isoflurane. Serum was obtained from WB by centrifuging at 3,000× rpm for 10 min at room temperature and analyzed for AST (Aspartate aminotransferase), ALT (Alanine aminotransferase), ALP (Alkaline phosphatase), CK (Creatine phosphokinase), GLU (Glucose), TP (Total protein), ALB (Albumin), GLO (Globulin), A/G (Albumin/globulin ratio), BUN (Blood urea nitrogen), CREA (Creatinine), TG (Triglyceride), PL (Phospholipid), TCHO (Total cholesterol), TBIL (Total bilirubin), GGT (Gamma glutamyl transferase), Ca(Calcium), IP (Inorganic phosphorus), Cl (Chloride), Na (Sodium) and K (Potassium) using an autochemical analyzer, Toshiba 120FR NEO (Toshiba Co., Japan). The lung tissues were collected from all animals and preserved in 10% neutral buffered formalin and embedded with paraffin wax. Tissues were stained with hematoxylin and eosin (H&E) (Cho et al., 2016; Cho et al., 2017).

### Exposure design

All animal experiments were carried in accordance with relevant guidelines and regulations. Exposure experiments were designed following the OECD guideline for the testing of chemicals No. 412 “Subacute Inhalation Toxicity” (OECD, 2009), considering animal welfare. Hexanal vapor was generated with a bubbling generator and animals were exposed to it inside a flow-past nose-only inhalation chamber. Hexanal exposure concentrations were at target levels of 600, 1,000, and 1,500 ppm, and the control group was exposed to filtered clean air. Grouped animals had a pre-exposure period of about 2 days before exposure began. During the pre-exposure period, holder adaptation training was performed in accordance with the standard operation procedure to reduce stress caused by non-inhalational exposure. Residual animals excluded from the test were euthanized with CO_2_. The animals (10 rats per group) were exposed to hexanal for 4 weeks (4 h/day, 5 days/week) in the nose-only inhalation chamber. Using a GC-FID (SHIMADZU, Japan), exposure concentration of hexanal vapor was measured thrice daily. We also monitored the environment in the inhalation chamber such as chamber flow rate, temperature (°C), relative humidity (%), chamber pressure (-Pa) and oxygen concentration (%) more than 4 times during the exposure period (Cho et al., 2016; Cho et al., 2017).

### DNA preparation

Genomic DNA was isolated from the homogenized lung tissue of rats, and only the supernatant was used for extraction. DNA samples of 6 rats from each group (control, low-dose, middle-dose, and high-dose group; a total of 24 DNA samples) were used for the microarray analysis for all 40 rats used in the study. Using Qiagen’s QIAamp DNA Mini kit (QIAGEN, Hilden, Germany), genomic DNA was extracted as described in our previous study (Cho et al., 2018). The genomic DNA purity and concentration were measured using ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE) and electrophoresis conducted in a 1.5% agarose gel in 1 × TAE buffer (4.8 g of Tris, 1.14 mL of acetic acid, 2 mL of 0.5 M EDTA at pH 8.0, and ethidium bromide) at a constant 100 V for 15 min.

### Fragmentation of DNA

To extract only methylated DNA, the genomic DNA size should be about 200 bp to 1,000 bp. Therefore, genomic DNA was fragmented into 200 bp to 1,000 bp sections using a Sonic Dismembrator 550 (Fisher Scientific, Waltham, MA, USA) with 3 cycles comprising 4 cycles of 20 s ‘ON’ and 1 cycle of 20 s ‘OFF’. To determine the size of the fragmented DNA, agarose gel electrophoresis and ethidium bromide staining were performed using DNA size markers of 500–10,000 base pairs in size.

### Methylated DNA immunoprecipitation (MeDIP)

As described in our previous study (Cho et al., 2018), MeDIP was performed with MethylMiner Methylated DNA Enrichment Kit (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Fragmented DNA 1 µg and untreated control DNA (Input) 3 µg were used for quality and labelling procedures. Briefly, Dynabeads M-280 Streptavidin 10 µl was combined with 7 µl of MBD (methyl-CpG binding domain)-Biotin Protein. The MBD-magnetic bead conjugates were washed thrice and resuspended in 1 volume of 1X bind/wash buffer. The capture reaction was conducted by adding of 1 µg sonicated DNA to the MBD magnetic beads on a rotating mixer for 1 h at room temperature. Next, the beads were washed three times with 1 × bind/wash buffer. The methylated DNA was eluted as a single fraction with a high-salt elution buffer (2,000 mM NaCl). Consequently, each fraction was concentrated by ethanol precipitation using 1 µL glycogen (20 µg/µL), 1/10th volume of 3 M sodium acetate (pH 5.2), and two volumes of 100% ethanol, and then resuspended in 60 µL of DNase-free water. The eluted methylated DNA immunoprecipitation samples were stored at −20 °C until further use. This experiment protocol was referred from out previous research in Cho et al. (2018).

### Epigenome-wide DNA methylation

First, whole genome amplification kit (GenomePlex Complete Whole Genome Amplification Kit, SIGMA-ALDRICH, USA) was used to amplify DNA and methylated immunoprecipitation (IP) samples according to the manufacturer’s instructions. The amplified samples were purified using the QIAQuick PCR clean-up kit (QIAGEN, Hilden, Germany). The amplified DNA and 4 µg of the methylated IP sample were labeled using the Bioprime labeling kit from Invitrogen according to the manufacturer’s instructions. The IP sample was labeled with Cy5-dUTP and the input DNA sample was labeled with Cy3-dUTP and 50 µl of master mix(dNTPs-dATP, dGTP, dCTP; 120 µM, dTTP; 60 µM, Cy5-dUTP or Cy3-dUTP; 60 µM). After labeling the sample, the concentration was measured using an ND-1000 spectrometer (NanoDrop Technologies, Inc., Wilmington, DE).

Second, After checking labeling efficiency, each 2.5ug to 5ug of cyanine 3-labeled and cyanine 5-labeled DNA target were mixed and then resuspended with 2X hybridization buffer, Cot-1 DNA, and Agilent 10X blocking agent, and de-ionized formamide. Before hybridization to the array, the 260ul hybridization mixtures were denatured at 95 °C for 3min and incubated at 37 °C for 30 min. The hybridization mixtures were was centrifuged at 17,900× g for 1min and directly pipetted onto the Customized Rat Methylation Microarray (400 K). The arrays hybridized at 65oC for 40 h using Agilent Hybridization oven (Agilent Technology, USA). The hybridized microarrays were washed as the manufacturer’s washing protocol (Agilent Technology, Santa Clara, CA, USA).

Third, after washing, hybridization images on the slides were scanned using the Agilent DNA microarray scanner (Agilent Technologies) and signals were extracted from each probe using Agilent Feature Extraction software (v10.7.3.1). All data were normalized using Agilent’s Workbench software v7.0 according to the manufacturer’s instructions (Agilent Technologies). The background-corrected intensity data were normalized with blank subtraction followed by intra-array LOWESS normalization. The peak detection was performed with Pre-defined Peak Shape detection v2.0 with a *p*-value <0.01 for non-parametric test and a peak-score >5 for EVD-based score. The data were normalized by dividing the average of the signal intensity of the exposed group by the normalized average of the control group. The differentially methylated probes were selected using the 3.0-fold change cutoff and *p*-value <0.05. For reference, the intensity dependent normalization is a technique that is used to eliminate dye-related artifacts in two-color experiments that cause the cy5/cy3 ratio to be affected by the total intensity of the spot. This normalization process attempts to correct for artifacts caused by non-linear rates of dye incorporation as well as inconsistencies in the relative fluorescence intensity between some red and green dyes.

### Integrating DNA methylation and gene expression

To identify the anti-correlated methylated genes, we conducted a comparative analysis of DNA methylation and mRNA expression patterns using GeneSpring GX. mRNA profiles from the hexanal-exposed rats were obtained from our previous study (Cho et al., 2017). We used Pearson’s correlation analysis, the most appropriate statistical coefficient for a small number of measures, to estimate the degree of anti-correlation (e.g., hyper methylation vs. down-regulated c mRNA expression or vice versa) between any putative pairs of DNA methylation and mRNA. The raw data are available from the NCBI GEO under accession number GSE60118. We considered the methylated genes with methylation differences of at least 3.0-fold and mRNA expression differences of at least 1.5-fold on *p*-value <0.05.

### DAVID functional enrichment analysis

Using the DAVID functional annotation bioinformatics tool, we performed GO enrichment analyses to understand biological functions associated with hexanal exposure. It was used to determine significant biological pathways for anti-correlated target genes between DNA methylation and mRNA expression associated with hexanal exposure. Fisher’s exact test was used to detect significant enrichment of pathways, and the resulting *p*-value were adjusted using the Benjamini–Hochberg algorithm.

### Statistical analysis

In all cases, the differences between the control and exposure group were evaluated using the unpaired *t*-test. The *p*-value criterion was set at *p*-value <0.05 as the level of statistical significance.

### Animal ethics

The experiment protocol was authorized by the Institutional Animal Care and Use Committee of Korea Institute of Toxicology (IACUC No. 1311-0301).

## Results

### Monitoring of inhalation exposure concentration, environmental conditions, and histopathologic alterations

As mentioned in our previous studies (Cho et al., 2016; Cho et al., 2017), inhalation hexanal exposure concentrations were monitored in rats using online gas chromatography (GC) every 10 min during the exposure period. SPF (Specific-pathogen-free) Fischer-344 derived (CRL:CD) rats of both sexes were used at the age of 7 weeks (n=10/group). The average exposure concentrations were 646.03 (± 80.06; low-dose), 999.06 (± 162.08; middle-dose), and 1,525.31 (± 199.02; high- dose) ppm. The conditions of the inhalation chamber such as temperature, relative humidity, chamber pressure, and oxygen concentration were also measured (Cho et al., 2016).

Compared with the control group, no significant body weight, organ weight and histopathologic alterations were observed after 4 weeks of hexanal exposure (Cho et al., 2017). In middle-dose group, increased total bilirubin compared to control group in the male rats and decreased total protein, albumin and triglyceride in the female rats were identified. These results showed no significant dose-dependent changes related to hexanal exposure (Cho et al., 2017). Therefore, to predict the potential adverse health effects of hexanal exposure we aimed to identify the hexnal-associated genetic and epigenetic alterations using microarray-based mRNA and DNA methylation to address the molecular basis of hexanal exposure relevant to respiratory system.

### DNA methylation pattern after hexanal exposure

Aberrant DNA methylation has been linked to the abnormalities or disorders that induced by environmental stressors including environmental chemicals (Kubota, 2016). Therefore, the framework of epigenome for environmental risk assessment has been rapidly developed. First, we extracted from rats exposed to hexanal of three concentrations (Low dose, 600 ppm; Middle dose, 1,000 ppm; High dose, 1,500 ppm), and then genomic DNA using sonication to extract only methylated DNA using immunoprecipitation. The cleaved methylated DNA was confirmed using gel electrophoresis, and as a result, it was confirmed that the DNA of all groups was sheared to about 150 bp to 500 bp, so that the optimal DNA for immunoprecipitation was secured (Fig. S1). After methylated DNA was extracted from aldehyde-exposed rat lung tissues through methylated DNA immunoprecipitation, the concentration was measured and the quantitative analysis of methylated DNA was performed through gel electrophoresis. As a result, it was confirmed that the concentration and state of methylated DNA are suitable for DNA methylation microarray (Fig. S2). In the current study, using a custom-designed Agilent 400K CpG methylation microarray, we investigated DNA methylation profiles in CpG islands gene promoter sequences of hexanal-exposed lung tissues of F344 rats and compared with those from rats exposed to clean filtered air (control group) (n=6/group). For reference, the DNA Methylation Microarray are designed to interrogate known CpG islands and related sites. It is designed for analysis of methylated DNA derived from affinity-based isolation methods including methylated DNA immunoprecipitation (MeDIP). We analyzed methylation patterns for approximately 389,347 probes on the arrays. Compared with the control group, all three hexanal-exposed groups showed distinctly different methylation patterns (Fig. 1). The data is the averaged signal that is acquired from normalizing the signal intensity by dividing the average of the signal intensity of the control group. In the low dose exposure group, 661 methylated sites and 571 differentially methylated genes (hyper-methylated: 464, hypo-methylated: 107) were identified. In the middle dose exposure group, 4,181 methylated sites and 3,268 differentially methylated genes (hyper-methylated: 2,513, hypo-methylated: 755) were identified, and 11,744 methylated sites and 7,477 differentially methylated genes (hyper-methylated: 4,851, hypo-methylated: 2,662) were identified in the high dose exposure group. In all groups change was noted at ≥ 3.0-fold change, *p*-value <0.05. Overall, the methylation sites increased as the exposure concentration increased. (Table 1).

**Figure 1:**
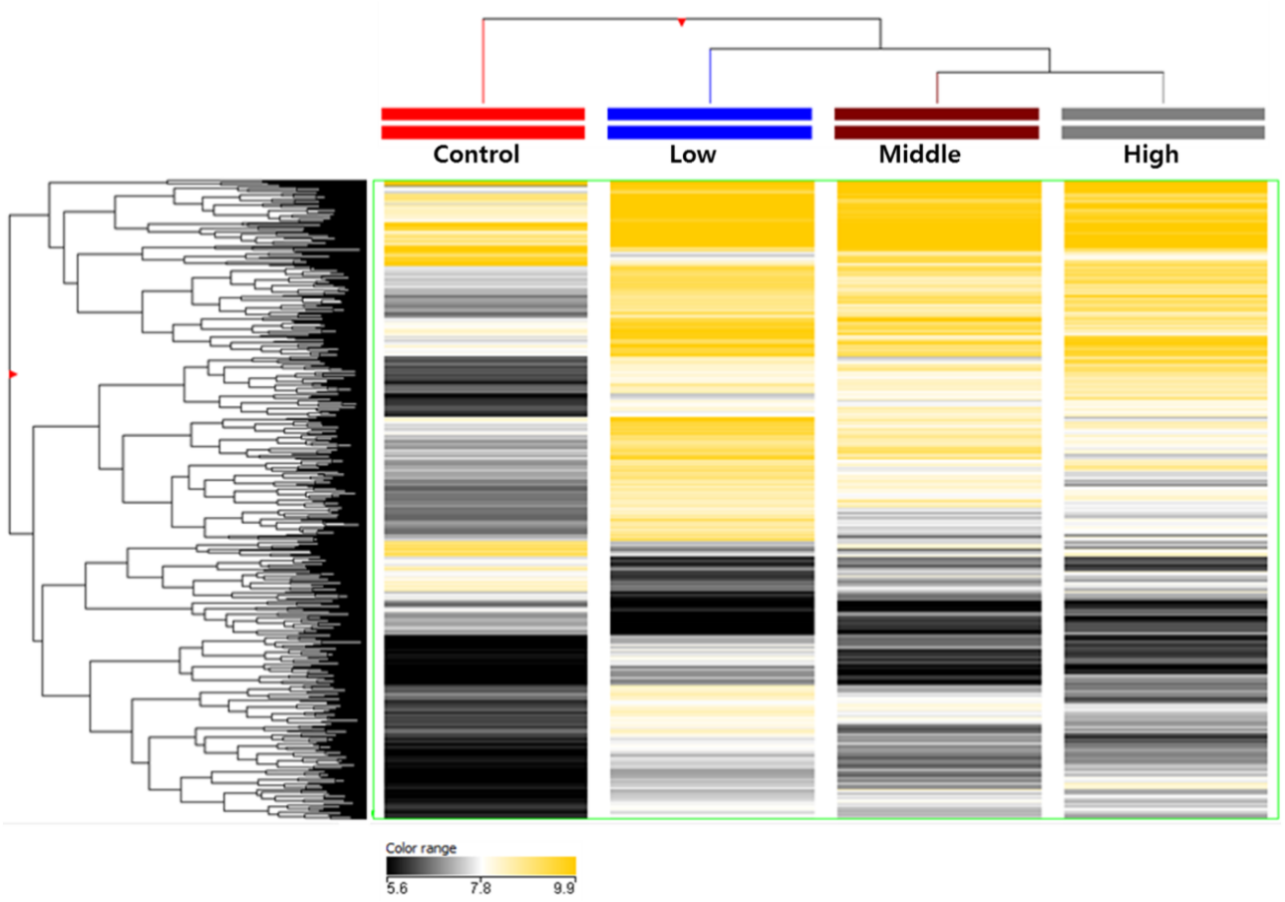
Total DNA methylation expression profiles of hexanal exposed in F-344 rats (*n* = 6/group). Two-dimensional diagram of the characteristic expression profiles of 389,247 classifier methylation probes. Rows (*y*-axis) represent the intensity of the DNA methylation probes and columns (*x*-axis) represent the different experimental conditions. Color intensity reflects differences in expression between sample DNA and reference DNA.

**Table 1:** The DNA methylated sites and regulated target genes in three hexanal exposure group.

**Exposure dose**	**Methylated sites**	**Regulated target genes**
Low dose (600 ppm)	661	571
Middle dose (1,000 ppm)	4,181	3,268
High dose (1,500 ppm)	11,744	7,477

Among these differentially methylated sites and genes, 79 sites and 73 genes (hyper-methylated: 69, hypo-methylated: 4) showed commonly methylated expression patterns in the three hexanal exposure groups (Fig. 2, Table 2). Furthermore, we identified 36 dose-dependent methylated genes (34 hyper-methylated and 2 hypo-methylated) in the common methylated genes of three hexanal exposure group using line-plot analysis (Fig. 3A, Table 3). The dose-dependent genes are illustrated as a heatmap (Fig. 3B). These dose–response relationships have the potential to serve as quantitative epigenetic biomarkers of hexanal exposure. Raw data are available online at Gene Expression Omnibus (GEO accession number GSE129313).

**Figure 2:**
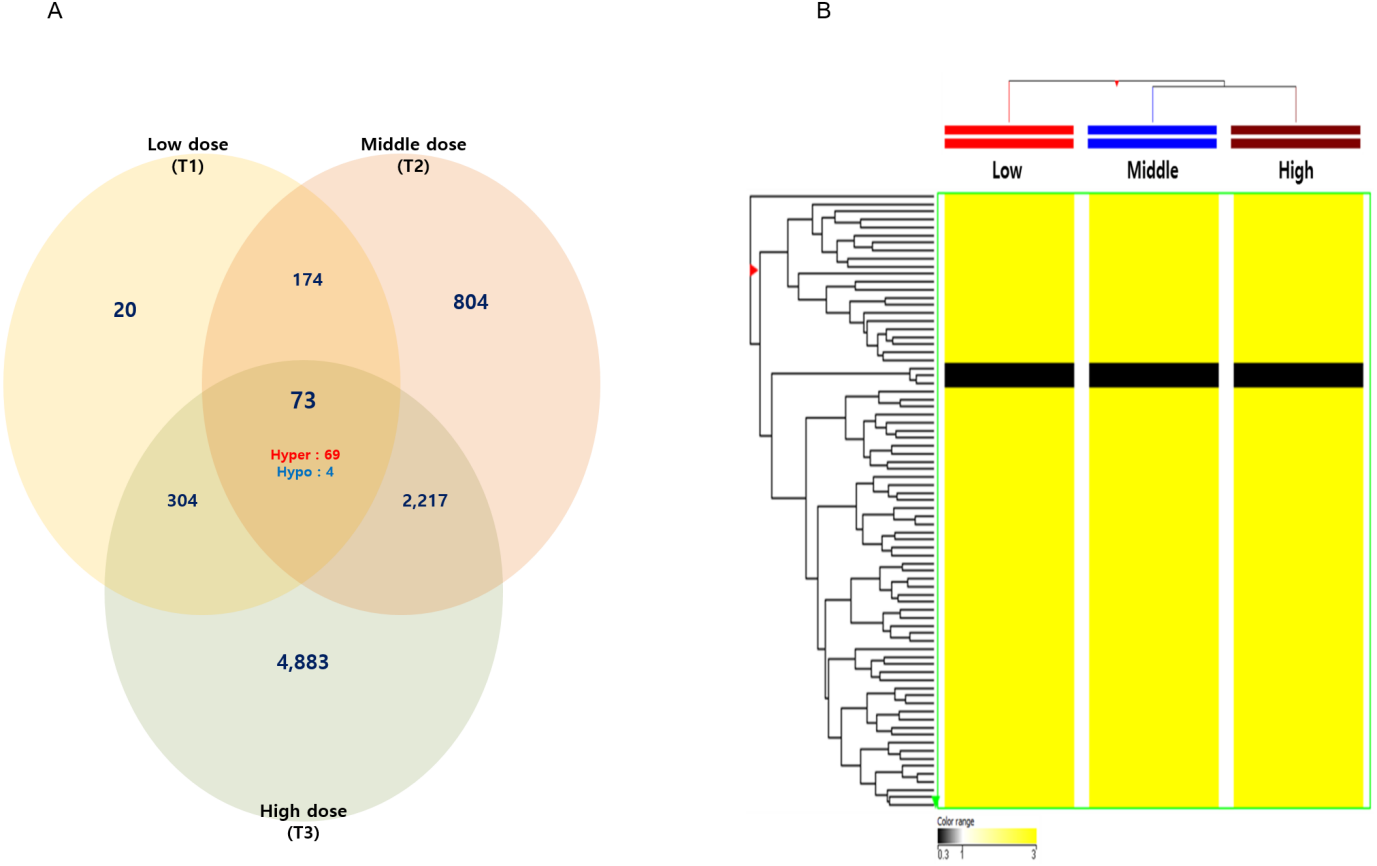
The Venn diagram and hierarchical clustering image of hexanal specific methylated DNA. (A) The Venn diagram and (B) hierarchical clustering image shows that 73 methylated DNA that commonly altered their expression are identified in three dose—T1(600 ppm), T2(1,000 ppm) and T3(1,500 ppm) with a fold-change ≥3.0-fold and *p*-value < 0.05 compared to the control group (Filtered air) (Yellow: hypermethylation; Black: hypomethylation).

### Gene expression profiles induced by hexanal exposure

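Lung RNA of 24 Fischer-344 rats was measured on one-colour Agilent rat arrays, on which each RNA sample is labeled with Cy3 and hybridized alone. The control group (filtered clean air) and the low-dose (600 ppm), middle-dose (1000 ppm) and high-dose (1500 ppm) groups had 6 rats each, 3 males and 3 females. The paper gives 4 weeks of exposure and doses in ppm, and the sample labels name the groups by the same doses in ppm. The treatment protocol in those labels gives 5 weeks and the same numbers in mg per cubic meter. The paper's doses are used here. The authors extracted the spot signals with Agilent Feature Extraction software, which subtracts the local background, and the deposited intensities were not scaled between arrays. The 75th percentile of the signal was between 2316.36 and 3067.66 in the control group (median 2492.83), between 2381.43 and 3022.36 in the low-dose group (median 2678.26), between 2386.71 and 3132.71 in the middle-dose group (median 2817.82) and between 1700.8 and 2947.72 in the high-dose group (median 2609.77). The median share of probes well above background was 78.31%, 75.46%, 80.22% and 80.15% in the same order of groups, and no probe was saturated. Control spots and spots marked as outliers by the software were left out, the spots of a probe were averaged, and the log2 signal was set relative to the 75th percentile of its own array. Probes well above background in at least 5 of the 6 arrays of any group were kept, and the brightest probe stood for a gene, which gave 21259 genes or unnamed probes, 12498 of them with a gene symbol. Each dose was compared with the control group by limma, with 1 estimate of the spread over all 24 arrays. The arrays lay on 6 slides of 4 arrays, and each slide held rats of 1 sex. The control rats shared slides only with low-dose rats 6 and 26, and with no middle-dose or high-dose rat. With the slide as a block, a comparison at 1000 or 1500 ppm reaches the controls only through those low-dose rats. Such a comparison is indirect, and a loss of significance under it decides little. The number of arrays limits the precision of each value.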

To investigate the gene expression signatures response to hexanal inhalation exposure, we previously investigated the gene expression profiling of lung tissues of hexanal-exposed F344 rats using the Rat Oligo Microarray (44 K). The raw data are available at GEO/NCBI GSE 60118. 

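At 600 ppm, 34 genes were higher and 97 were lower than in the control group at a fold change of at least 1.5 and an unadjusted limma p-value under 0.05. At 1000 ppm, 274 genes were higher and 73 were lower. At 1500 ppm, 149 genes were higher and 111 were lower. The methods' t-test, run on the same values, gave 23 higher and 64 lower genes at 600 ppm, 251 and 47 at 1000 ppm, and 112 and 76 at 1500 ppm. With no threshold on the fold change, 924, 1908 and 1480 genes had an unadjusted limma p-value under 0.05 at the 3 doses. After Benjamini-Hochberg adjustment, limma left 0, 4 and 1 genes at an adjusted p-value under 0.05, and the methods' t-test left 0, 2 and 1. With sex as a covariate limma left 0, 6 and 12, and with the slide as a block 2, 0 and 0. Among the settings that change 1 choice, keeping the dim probes moved the number of higher genes at 600 ppm most, to 377, with 210 lower, so that most calls were then higher. Quantile normalization gave 51 higher and 76 lower genes at 600 ppm, 260 and 113 at 1000 ppm, and 126 and 133 at 1500 ppm. A normexp background correction gave 74 higher and 354 lower genes at 1000 ppm. The number of genes called in the same direction at all 3 doses was 19, while random assignments of the residuals to groups that share their controls gave a median of 6 and at most 70.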

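Among genes called with a symbol, well above background and with the same sign of change in both sexes, the largest rises included Fancd2 at 600 ppm, Ckmt2 and Sln at 1000 ppm, and Itln1 and Dbp at 1500 ppm. Sln is on a list of cardiac muscle genes fixed beforehand. Among control rats, Ckmt2, Sln and the cardiac gene Myh6 were all highest in rats 1 and 3 and lowest in rats 22 and 23. Heart muscle in some pieces of lung is a candidate explanation for the rises of Ckmt2 and Sln. The largest falls were in Mmp13 and Ccdc77 at 600 ppm, Ly49i5 and Ddit4 at 1000 ppm, and Fos and Ddit4 at 1500 ppm. The same sign does not mean a like size in both sexes. Itln1 at 1500 ppm changed by 0.10 in males and 4.63 in females, and Ccdc77 at 600 ppm by -0.05 and -1.97. The call of Itln1 at 1500 ppm was lost in 6 of 11 other settings and in 15 of 24 fits that leave out a rat. Dbp (NM_012543) was 0.94 ± 1.15 in the control group and 3.00 ± 0.51 at 1500 ppm on the log2 scale (SD, n = 6), with an adjusted p-value of 0.441 from limma and an exact permutation p of 0.00649, two-sided. Fos (NM_022197) changed by -2.42 at 1500 ppm (standard error 0.68), with an adjusted p-value of 0.406 from limma and an exact permutation p of 0.0173. With the slide as a block, the change of Dbp at 1500 ppm went from 2.06 to -0.17. No high-dose rat shared a slide with a control rat, so that second estimate is indirect.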

The gene expression profiles were analyzed by comparing them to the control group using 1.5-fold change and unpaired *t*-test *p* value <0.05 as statistical significance (Table 4). In the previous study, we identified hexanal specific genes that were involved in diverse biological processes including apoptosis, cell proliferation, and mitogen-activated protein kinase (MAPK) cascade. These genes were also associated with disease such as respiratory and nervous system diseases (Cho et al., 2017). It suggests that hexanal exposure may have potential adverse health effects on humans. Therefore, we aimed to analyze DNA methylation signatures in hexanal- exposed F344 rats to understand the epigenetic effects of hexanal exposure.

### Comparative analysis of DNA methylation and mRNA expression profiles

DNA methylation was involved in transcriptional regulation and gene activity. Promoter hyper-methylation can leads to silencing of gene expression, whereas hypo-methylation can leads to gene activation. The investigation of the implication of DNA methylation in the regulation of gene expression and identification of key genes that regulated by both DNA methylation and gene expression using integrative analysis is important. Therefore, we conducted an integrated analysis of DNA methylation (Table 1) and mRNA expression data (Table 4). As shown in Table 5, we identified the hyper-methylated vs. down-regulated genes and hypo-methylated vs. up-regulated genes in the hexanal exposure groups. These results suggest potential core DNA methylation-based epigenetic biomarkers for exposure/risk assessment of hexanal.

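The paper set the methylated genes of each dose against the mRNA and counted the genes with opposite changes. The methylation arrays are not analysed here, so that comparison is not repeated. Only the mRNA of the 69 hyper-methylated genes of Table 2, a smaller set altered at all 3 doses, is followed. Of these genes, 64 were on the mRNA array and 44 passed the filter on dim probes. At 600 ppm, 26 of the 44 genes were higher and 18 were lower than in the control group, with a median log2 fold change of 0.01. At 1000 ppm, 19 were higher and 25 were lower, with a median of -0.01 and a mean of 0.01. At 1500 ppm, 18 were higher and 26 were lower, with a median of -0.04 and a mean of 0.01. The rotation test fry of limma gave adjusted p-values of 0.472, 0.858 and 0.472 at the 3 doses, so no shift of the list was larger than the spread between rats. The median and the mean differ in sign at 1000 and 1500 ppm. Adjusted over the list alone, 0, 1 and 0 genes passed 0.05 at the 3 doses, and 0 passed over all genes tested at each dose; the study chose the list from DNA of the same exposure. Slc39a5 was higher at each dose, with log2 fold changes of 0.94, 0.71 and 0.66 and standard errors of 0.30. Rtp3 was lower at 1000 ppm, with a log2 fold change of -0.84 (standard error 0.19, adjusted p = 0.359 from limma).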

**Table 2:** The list of 73 methylated target genes that commonly altered their expression in three hexanal exposure group.

**Probe ID**	**Annotation**	**Fold change**			**Regulation**
		**Low dose(T1)**	**Middle dose(T2)**	**High dose(T3)**	
RP14104253	Kcng1	0.31	0.27	0.33	Down
RP14316148	Pcca	0.28	0.28	0.23	Down
RP14196310	Prkcsh	0.30	0.29	0.24	Down
RP14232470	Sstr5	0.27	0.29	0.18	Down
RP14072666	Adh4	3.69	5.67	6.99	Up
RP14052111	Ankrd34b	3.34	5.67	3.86	Up
RP14347714	Atp9b	3.82	5.05	3.70	Up
RP14104488	Bcas1	4.10	3.07	6.10	Up
RP14068918	Capza1	4.21	3.73	5.01	Up
RP14275323	Ccl24	3.38	3.97	3.64	Up
RP14132603	Ccnc	3.17	4.21	9.26	Up
RP14271990	Ccz1	3.69	3.98	5.10	Up
RP14133935	Chmp5	3.55	3.30	3.65	Up
RP14222274	Crygb	3.80	5.65	6.50	Up
RP14271525	Cyp3a23/3a1	3.04	4.79	4.29	Up
RP14329375	Ddx41	3.38	6.09	6.58	Up
RP14200524	Dpagt1	3.15	3.10	4.53	Up
RP14344056	Dtwd2	3.03	6.60	10.47	Up
RP14214176	Eif1b	4.11	4.07	12.6.37	Up
RP14372792	Fam228a	3.13	4.24	3.59	Up
RP14266770	Fgf12	4.25	3.27	3.56	Up
RP14338669	Fundc2	4.84	8.01	10.45	Up
RP14253846	G6pc3	4.79	3.86	3.74	Up
RP14008399	Gltscr2	3.38	4.32	4.30	Up
RP14108468	Hgf	3.15	3.74	6.07	Up
RP14139108	Hook1	4.25	3.50	5.47	Up
RP14301839	Inpp5j	3.49	7.37	8.39	Up
RP14183524	Jrk	3.15	4.97	7.04	Up
RP14214724	Kif15	3.23	4.71	4.62	Up
RP14016091	Klk1c9	3.21	3.21	4.89	Up
RP14248629	LOC303448	3.74	5.28	4.63	Up
RP14343955	LOC317165	3.44	4.13	3.41	Up
RP14299892	Lyar	3.51	4.27	3.36	Up
RP14208423	Mrap2	3.18	5.16	4.73	Up
RP14207074	Myo5a	3.37	4.16	4.77	Up
RP14169885	Naca	4.46	5.24	6.78	Up
RP14301172	Nelfa	4.68	3.28	4.22	Up
RP14171345	Olr1049	3.31	3.21	4.30	Up
RP14175180	Olr1084	3.14	3.22	3.42	Up
RP14175183	Olr1085	3.97	4.65	4.98	Up
RP14199556	Olr1328	3.99	3.65	5.69	Up
RP14235002	Olr1389	3.38	3.57	5.12	Up
RP14307926	Olr1624	9.62	24.83	12.97	Up
RP14359583	Olr1696	3.46	5.37	6.49	Up
RP14359635	Olr1701	4.19	3.05	5.11	Up
RP14080399	Olr407	3.43	3.79	4.18	Up
RP14085578	Olr448	3.37	4.72	4.11	Up
RP14006401	Olr5	3.17	3.51	6.25	Up
RP14086255	Olr500	3.90	8.02	9.10	Up
RP14342389	Pcdhb12	3.26	3.18	3.44	Up
RP14280875	Pitpnb	3.81	5.59	4.57	Up
RP14279738	Pla2g1b	3.73	4.07	4.56	Up
RP14131422	Plag1	3.24	3.72	4.16	Up
RP14086989	Pramel6	3.75	4.52	5.44	Up
RP14066541	Prune	3.03	4.54	7.46	Up
RP14335189	Psma2	3.35	3.78	3.78	Up
RP14055154	RGD1306227	3.18	4.06	4.69	Up
RP14108982	RGD1564345	3.18	6.32	8.11	Up
RP14374247	Rhox3	3.24	4.87	3.71	Up
RP14029004	rnf141	3.05	8.04	5.87	Up
RP14212856	Rtp3	3.35	6.35	5.19	Up
RP14076254	Sdccag3	3.69	4.58	5.01	Up
RP14344660	Slc12a2	3.32	4.88	6.02	Up
RP14170272	Slc39a5	5.49	6.28	7.65	Up
RP14130014	Slco1a2	3.20	3.40	3.96	Up
RP14165691	Slirp	3.82	4.60	4.47	Up
RP14049010	Taf5	3.19	4.32	3.27	Up
RP14053110	Tmem174	5.15	4.73	4.69	Up
RP14211530	Traip	3.45	5.65	6.02	Up
RP14096780	Trmt6	4.06	3.93	5.93	Up
RP14013877	Tyrobp	3.60	4.79	3.66	Up
RP14288987	Usf1	3.09	3.16	3.85	Up
RP14237317	Zfp672	3.69	5.22	4.65	Up

**Figure 3:**
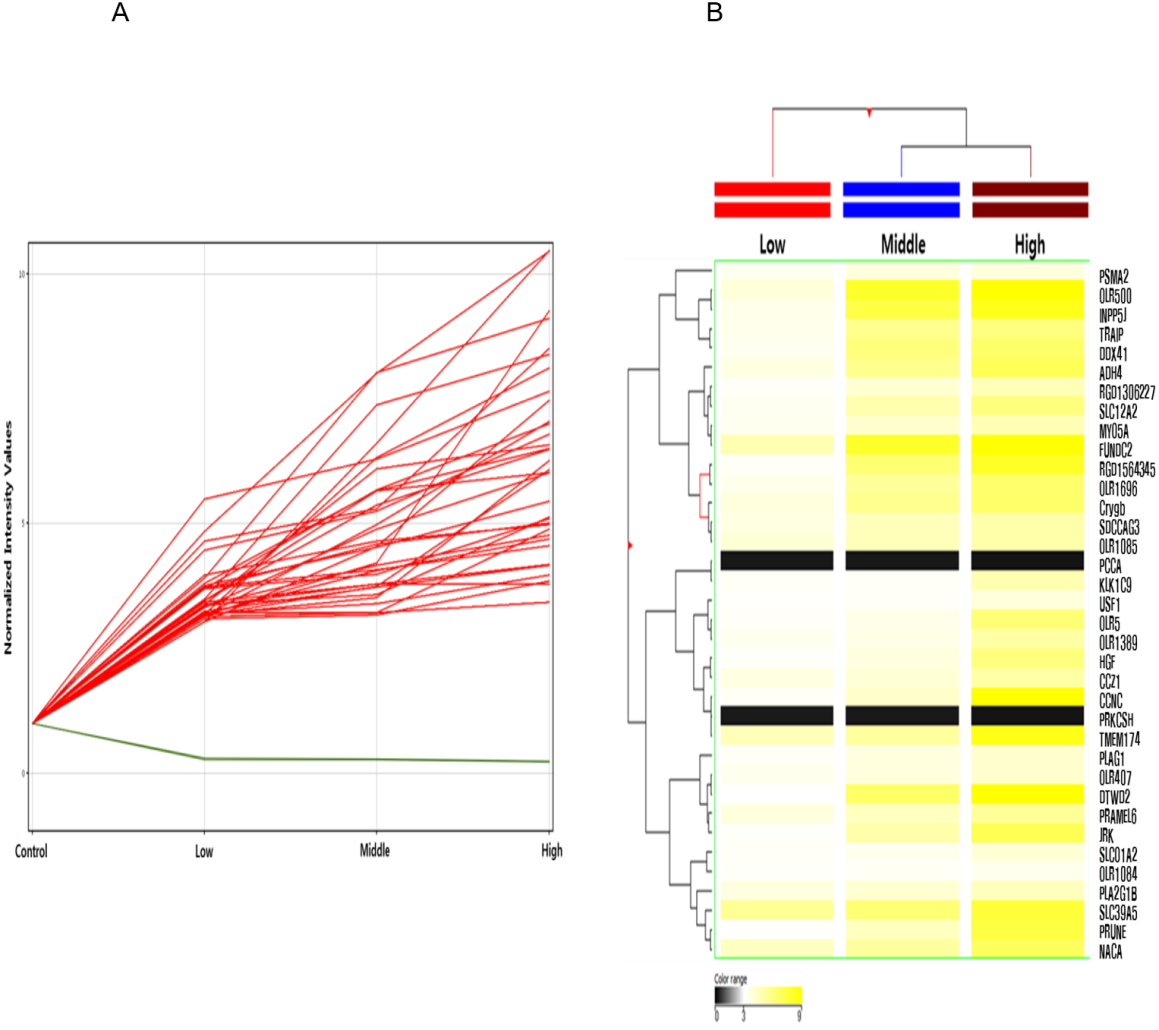
Line plot and heatmap of dose-dependent response of methylated genes by hexanal exposure. (A) The line plot shows dose-dependent response of methylated genes by hexanal exposure. Each line of the plot represents the normalized intensity values by the control group shown on the *x*-axis. The y-axis has a log2 scale. (B) The heatmap of 36 dose-dependent methylated genes by hexanal exposure.

### Gene Ontology (GO) analysis of putative DNA methylation biomarkers of hexanal

We next investigated the relevant molecular and cellular processes controlled by hexanal exposure-specific inversely correlated target genes based on GO biological processes terms using the DAVID bioinformatics tool (Table 6). The key GO terms were related to the lactation (GO:0007595), skeletal muscle cell differentiation (GO:0035914), Positive regulation of synapse assembly (GO:0051965), sodium ion transport (GO:0006814), and regulation of tumor necrosis factor production (GO:0032680). These results indicated that putative epigenetic biomarkers of hexanal are involved in skeletal muscle cell differentiation, synapse assembly, and TNF production. 

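Of the genes listed for lactation and sodium ion transport, Alas2 (NM_013197) and Slc9b2 (NM_001109385) passed the filter on dim probes. Alas2 was 1.36 ± 0.84 on the log2 scale in the control group and 0.55 ± 0.59 at 1500 ppm (SD, n = 6), a difference of -0.81 with an adjusted p-value of 0.716 from limma and an exact permutation p of 0.0801, two-sided. It passed the fold change and unadjusted p-value of Table 4, but not in 5 of 12 other settings, the slide as a block among them, nor in 14 of 24 fits that leave out a rat; without control rat 3 the difference was -0.59. Slc9b2 was -5.98 ± 0.42 in the control group and -4.54 ± 0.38 at 1500 ppm (SD, n = 6), a difference of 1.43 with an adjusted p-value of 0.362 from limma. All 6 high-dose rats had a higher signal than every control rat (exact permutation p = 0.00216, the smallest that 6 rats against 6 allow). A normexp background correction reduced the difference to 0.42 and the slide as a block to 1.22, neither of which passed the threshold, and the other probe of the gene changed by 0.61. Prlr and Foxb1 were not well above background in most arrays, and no fold change is given for them. Serpinc1 was well above background in 3 of the control arrays and in 0 of the high-dose arrays, too few for a fold change. As a bound of the kind defined next for Slc9a2, it was at least 1.53-fold lower at 1500 ppm. That bound includes control arrays that were not well above background. Slc9a2 was well above background in 0 control arrays and in 2, 4 and 4 arrays at the 3 doses, and was at least 1.34-fold and 1.13-fold higher at 1000 and 1500 ppm; such a bound sets the mean over all arrays of the brighter group against the lowest signal well above background on each array of the dimmer group, or the probe's own where that is higher.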

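Among the genes of skeletal muscle cell differentiation, Nr4a1 (NM_024388) was 1.26 ± 1.06 on the log2 scale in the control group, 0.81 ± 0.63 at 600 ppm, 0.75 ± 0.58 at 1000 ppm and 0.16 ± 0.23 at 1500 ppm (SD, n = 6). The difference of -1.10 at 1500 ppm had an adjusted p-value of 0.573 from limma and an exact permutation p of 0.0152, two-sided. Nr4a1 also belongs to the immediate early genes described with Btg2 below. Ankrd1 (NM_013220) was -1.24 ± 0.48 in the control group and -0.22 ± 0.66 at 1500 ppm (SD, n = 6), higher by 1.02 on the log2 scale, with an adjusted p-value of 0.742 from limma and an exact permutation p of 0.0173. It was not called at any dose by limma on all 24 arrays. At 1500 ppm 2 of 12 other settings called it, the methods' t-test and the limma fit on control and 1 dose. With the slide as a block its difference at 1500 ppm was -0.47, again an indirect estimate. For synapse assembly, Clstn3, Lrtm2 and Asic2 were each not well above background on most arrays, so their expression could not be compared between the groups. For TNF production, Ltf was well above background in 4 of the control arrays and in 0 of the high-dose arrays, at least 2.58-fold lower at 1500 ppm. Over the genes of Table 5 that passed the filter on dim probes and those with the largest changes, the smallest exact p-value after Benjamini-Hochberg adjustment was 0.0688. The Table 5 genes below the filter had no exact test, nor had Fancd2 at 600 ppm. The genes with the largest changes were chosen from these same data. The smallest exact p that 6 rats against 6 allow, 0.00216, limits how small an adjusted value can be. A list of 12 skeletal muscle genes fixed beforehand had 9 genes above the filter, of which 9 were higher at 1000 ppm with a median log2 fold change of 0.33 (adjusted p = 0.0475 from limma's fry) and 8 were higher at 1500 ppm with a median of 0.35 (adjusted p = 0.185). Cardiac muscle genes moved more at 1000 ppm, 11 of 11 higher with a median of 2.48 (adjusted p = 0.185 from fry). Heart muscle in some pieces of lung was not separated from the skeletal list by a test. The skeletal muscle result at 1000 ppm did not hold with the slide as a block (adjusted p = 0.976 from fry). That block is a weak test, because no middle-dose rat shared a slide with a control rat. The skeletal muscle result was lost in 7 of 11 other settings, the block included, and in 20 of 24 fits that leave out a rat. From the enriched terms of the genes with opposite methylation and expression, the paper concludes that the putative biomarkers take part in skeletal muscle cell differentiation, synapse assembly and TNF production.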

Further studies are necessary to determine hexanal-induced toxicological mechanisms based on functional enrichment analysis.

## Discussion

Traditional toxicity testing depends on animal testing to investigate the risk of chemicals to human health. It requires several animals, high investment, and a significant amount of time. Additionally, it should consider ethical treatment of animals and their welfare. Therefore, this approach is insufficient to handle risk assessments of the large number of chemicals in the environment (Chen et al., 2012; North & Vulpe, 2010), and novel strategies for toxicological risk assessment of environmental chemicals are necessary.

**Table 3:** The dose-dependent methylated target genes in three hexanal exposure group.

**Probe ID**	**Annotation**	**Fold change**			**Regulation**
		**Low dose(600 ppm)**	**Middle dose(1,000 ppm)**	**High dose(1,500 ppm)**	
RP14196310	Prkcsh	0.30	0.29	0.24	Down
RP14316148	Pcca	0.28	0.28	0.23	Down
RP14006401	Olr5	3.17	3.51	6.25	Up
RP14016091	Klk1c9	3.21	3.21	4.89	Up
RP14053108	Tmem174	4.64	5.29	8.50	Up
RP14055154	RGD1306227	3.18	4.06	4.69	Up
RP14066541	Prune	3.03	4.54	7.46	Up
RP14072666	Adh4	3.69	5.67	6.99	Up
RP14076254	Sdccag3	3.69	4.58	5.01	Up
RP14080399	Olr407	3.43	3.79	4.18	Up
RP14086255	Olr500	3.90	8.02	9.10	Up
RP14086989	Pramel6	3.75	4.52	5.44	Up
RP14108468	Hgf	3.15	3.74	6.07	Up
RP14108982	RGD1564345	3.18	6.32	8.11	Up
RP14130014	Slco1a2	3.20	3.40	3.96	Up
RP14131422	Plag1	3.24	3.72	4.16	Up
RP14132603	Ccnc	3.17	4.21	9.26	Up
RP14169885	Naca	4.46	5.24	6.78	Up
RP14170272	Slc39a5	5.49	6.28	7.65	Up
RP14175180	Olr1084	3.14	3.22	3.42	Up
RP14175183	Olr1085	3.97	4.65	4.98	Up
RP14183524	Jrk	3.15	4.97	7.04	Up
RP14207074	Myo5a	3.37	4.16	4.77	Up
RP14211530	Traip	3.45	5.65	6.02	Up
RP14222274	Crygb	3.80	5.65	6.50	Up
RP14235002	Olr1389	3.38	3.57	5.12	Up
RP14271990	Ccz1	3.69	3.98	5.10	Up
RP14279738	Pla2g1b	3.73	4.07	4.56	Up
RP14288987	Usf1	3.09	3.16	3.85	Up
RP14301839	Inpp5j	3.49	7.37	8.39	Up
RP14329375	Ddx41	3.38	6.09	6.58	Up
RP14335189	Psma2	3.35	3.78	3.78	Up
RP14338669	Fundc2	4.84	8.01	10.45	Up
RP14344056	Dtwd2	3.03	6.60	10.47	Up
RP14344660	Slc12a2	3.32	4.88	6.02	Up
RP14359583	Olr1696	3.46	5.37	6.49	Up

**Table 4:** The number of differentially expressed genes (DEGs) in three hexanal exposure group with 1.5-fold change cutoff and *p*-value < 0.05).

	**Up-regulated genes**	**Down-regulated genes**	**Total genes**
**Low dose(600 ppm)**	73	570	643
**Middle dose(1,000 ppm)**	600	211	811
**High dose(1,500 ppm)**	359	210	569

**Table 5:** GO (Gene Ontology) analysis of target genes show that the key biological processes under hexanal inhalation exposure (*p*-value < 0.05).

**GO Accession No.**	**GO Term**	**Count**	***p*-value**	**Genes**
GO:0007595	Lactation	4	0.001	NM_013197 (ALAS2), NM_012630 (PRLR), NM_001012027 (SERPINC1), NM_001013248 (FOXB1)
GO:0035914	Skeletal muscle cell differentiation	3	0.015	NM_017259 (BTG2), NM_024388 (NR4A1), NM_013220 (ANKRD1)
GO:0051965	Positive regulation of synapse assembly	3	0.023	NM_134376 (CLSTN3), NM_001109430 (LRTM2), NM_012892 (ASIC2)
GO:0006814	Sodium ion transport	3	0.037	NM_001113335 (SLC9A2), NM_012892 (ASIC2), NM_001109385 (SLC9B2)
GO:0009612	Response to mechanical stimulus	3	0.037	NM_017259 (BTG2), NM_012892 (ASIC2), NM_021836 (JUNB)
GO:0032680	Regulation of tumor necrosis factor production	2	0.025	NM_133290 (ZFP36), NM_001106864 (LTF)
GO:0060213	Positive regulation of nuclear-transcribed mRNA poly(A) tail shortening	2	0.025	NM_133290 (ZFP36), NM_017259 (BTG2)

**Table 6:** The number of correlated target genes between DNA methylation and mRNA expression by hexanal exposure (*p*-value < 0.05).

	**Hyper-methylatedvs.Down-regulated**	**Hypo-methylatedvs.Up-regulated**
Low dose (600 ppm)	7	0
Middle dose (1,000 ppm)	24	25
High dose (1,500 ppm)	44	28

In response to these challenges, the field of toxicogenomics has been established and developed rapidly for risk assessments. Toxicogenomics includes high-throughput technologies such as transcriptomics, proteomics, and metabolomics for predictive toxicology and risk assessment (Hamadeh et al., 2002). Currently, an integrated framework for multi-omics has been proposed. It provides insight into the mode of action of environmental toxicants and helps in understanding the underlying mechanisms of toxicants and adverse outcome pathways (AOPs) (Williams, Mirbahai & Chipman, 2014). In contrast to traditional toxicity methods, it is possible to also identify multiple-response and endpoints using toxicogenomics.

Toxicogenomics study has developed rapidly with microarray and next generation sequencing technologies. The microarray technology was proposed in the 1990s (Chen et al., 2012). It is a powerful tool for evaluating the effect of environmental chemicals on human health, providing valuable genomic information for identifying biomarkers related to occupational exposure and disease prognosis (Jung et al., 2017; Gwinn & Weston, 2008; Kim et al., 2016). It allows simultaneous screening of the expression levels of thousands of genes exposed to environmental toxicants based on omics tools. Therefore, toxicogenomics has been considered as a new toxicology paradigm for risk assessment and prediction of exposure and risk of environmental chemicals.

One of the epigenome studies demonstrated that DNA methylation has an important role in the regulation of gene expression and epigenetic phenotype variation (Hong et al., 2018) leading to insights into the development of diseases associated with environmental risk assessment (Ray, Yosim & Fry, 2014; Conerly & Grady, 2010). Generally, the expression patterns of DNA methylation are altered by environmental factors, including environmental chemicals, air pollution, and nonchemical stressors. Moreover, it has been linked to levels of health, disease susceptibility, and disease development (Martin & Fry, 2018). Therefore, epigenetic modifications can be novel exposure biomarkers of the diseases related to environmental factors.

To investigate the epigenetics actions of hexanal associated with lung toxicity, we aimed to identify epigenetic biomarkers based on DNA methylation. As major component of indoor air pollutants, we previously analyzed the transcriptome profiles of hexanal using in vitro and in vivo models (Cho et al., 2014; Cho et al., 2017). And we also analyzed the methylation profiles of seven aldehydes (propanal, butanal, pentanal, hexanal, heptanal, octanal, and nonanal) exposed human lung epithelial cell, A549, to investigate the aldehydes exposure and epigenetic alterations based on DNA methylation (Cho et al., 2018). Here, we proposed three steps of DNA methylome analysis of hexanal exposure using the in vivo model. First, we identified the differentially methylated genes of hexanal exposure showing a 3.0-fold-change (*p* < 0.05). Of the 389,347 probes on the customized rat 400K CpG methylation microarray, the methylated genes identified showed significant expression changes in the three hexanal exposure groups (low dose, middle dose, and high dose) compared to the control group. Among the differentially methylated genes, we identified commonly methylated genes and dose-dependent methylated patterns, which provided significant novel epigenetic biomarkers of hexanal exposure. These methylated genes were involved in chemical stimulus associated with olfactory receptor activity (OLR1696, OLR500, OLR5, OLR407, OLR1085, OLR1084, OLR1389), insulin stimulus (PLA2G1B, MYO5A, USF1) and negative regulation of peptidyl-serine phosphorylation (HGF, INPP5J). The follow-up studies will be necessary to address a pulmonary toxicological mechanisms associated with hexanal exposure. Also, the dose–response relationship plays essential role in the field of toxicology, it provides the determination of threshold for toxic effect and better understanding of network for exposure-human health (Tsatsakis et al., 2018).

Second, we analyzed the transcriptome profiles of hexanal exposure in F344 rats to investigate the hexanal-characterized genes and environmental chemical-gene interactions based on toxicogenomics (Cho et al., 2017). Third, we conducted the comparative analysis of genome-wide DNA methylome and transcriptome in the hexanal- exposed F344 rats. It is well known that the DNA methylation is associated with gene expression. DNA hypermethylation results in gene silencing and hypomethylation leads to elevated transcription (Li et al., 2017). The identification of key genes that regulated by both DNA methylation and mRNA expression system via integrative analysis is necessary. Therefore, we aimed to identify the novel biomarkers that anti-correlated between DNA methylation and gene expression. Together, these processes can serve to determine the important framework for environmental epigenetics in exposure/risk assessment and it allows the identification of the critical bridging epigenetic biomarkers of hexanal. Further biomarker validation and developing studies are necessary to explore the specificity, sensitivity and implications of these biomarkers. And then, it is predicted that this epigenetic biomarkers can be used to determine whether exposure to hexanal and to determine the cause of environmental diseases.

In vivo models including rat model are essential for evaluating the toxicity of inhaled factors for the risk assessment on human health. It is fundamental for understanding the mammalian system including human biology at molecular level. Therefore, we used the F344 rat models to evaluate the pulmonary toxicity of hexanal associated with human adverse health effects. In this study, the analyzed DNA methylated genes at CpG islands were conserved in human. It has orthologs between rat and human.

Most of aldehydes inhalation toxicity research has progressed extensively on formaldehyde and acetaldehyde, which are classified as Group 1 carcinogenes by IARC (International Agency for Research on Cancer). However, other aldehydes such as hexanal toxicological data are relatively insufficient for risk assessment. Therefore, we aimed to investigate the inhalation toxicity of hexanal using F344 rats. For reference, in this study, hexanal exposure doses (low dose,600 ppm; middle dose, 1,000 ppm; and high dose, 1,500 ppm) were selected based on the LC_Lo_ (Lowest Lethal Concentration; 2,000 ppm/4hr) of hexanal using nose-only inhalation chamber. These exposure dose levels that are much higher than actually exposed levels in environment. Since the VOCs are typically exposed to low levels for long-term, we determined the hexanal exposure doses higher than the actual exposure levels to investigate the clear implications for human health.

Using the DAVID functional annotation bioinformatics tool, GO analysis was also performed. GO enrichment analysis demonstrated that cell differentiation of skeletal muscle cells, regulation of synapse assembly and regulation of TNF production are involved in major biological process associated with hexanal exposure. Among them, BTG2, ZFP36 and ASIC2 were commonly involved in hexanal related biological processes such as skeletal muscle cell differentiation and regulation of nuclear-transcribed mRNA poly (A) tail shortening. 

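Btg2 (NM_017259) and Zfp36 (NM_133290) were well above background on all arrays of each group, and Asic2 on 1 array, from a high-dose rat, so Asic2 gives no fold change. Btg2 was 3.41 ± 0.58 on the log2 scale in the control group, 3.15 ± 0.14 at 600 ppm, 3.24 ± 0.29 at 1000 ppm and 2.66 ± 0.29 at 1500 ppm (SD, n = 6). Its difference at 1500 ppm was -0.75 (standard error 0.20, adjusted p = 0.350 from limma), and 5 of the 6 high-dose rats lay below every control rat (exact permutation p = 0.0173, two-sided). With control rat 23 left out the difference was -0.58 and no longer passed the threshold of Table 4. Zfp36 was 0.04 ± 0.57 in the control group, -0.52 ± 0.30 at 600 ppm, -0.52 ± 0.44 at 1000 ppm and -0.94 ± 0.46 at 1500 ppm (SD, n = 6). Its difference at 1500 ppm was -0.98 (standard error 0.25, adjusted p = 0.299 from limma; exact permutation p = 0.00649). Junb (NM_021836) differed by -0.71 at 1500 ppm, with an exact permutation p of 0.0563 and an adjusted p-value of 0.595 from limma. Btg2, Zfp36, Junb and Nr4a1 all belong to a list of 21 immediate early genes, of which 18 were lower at 1500 ppm. Levels within the list correlated within groups (median r 0.340), so these genes are not independent results. Handling at tissue collection and exposure cannot be told apart for them.

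**Figure D1:**
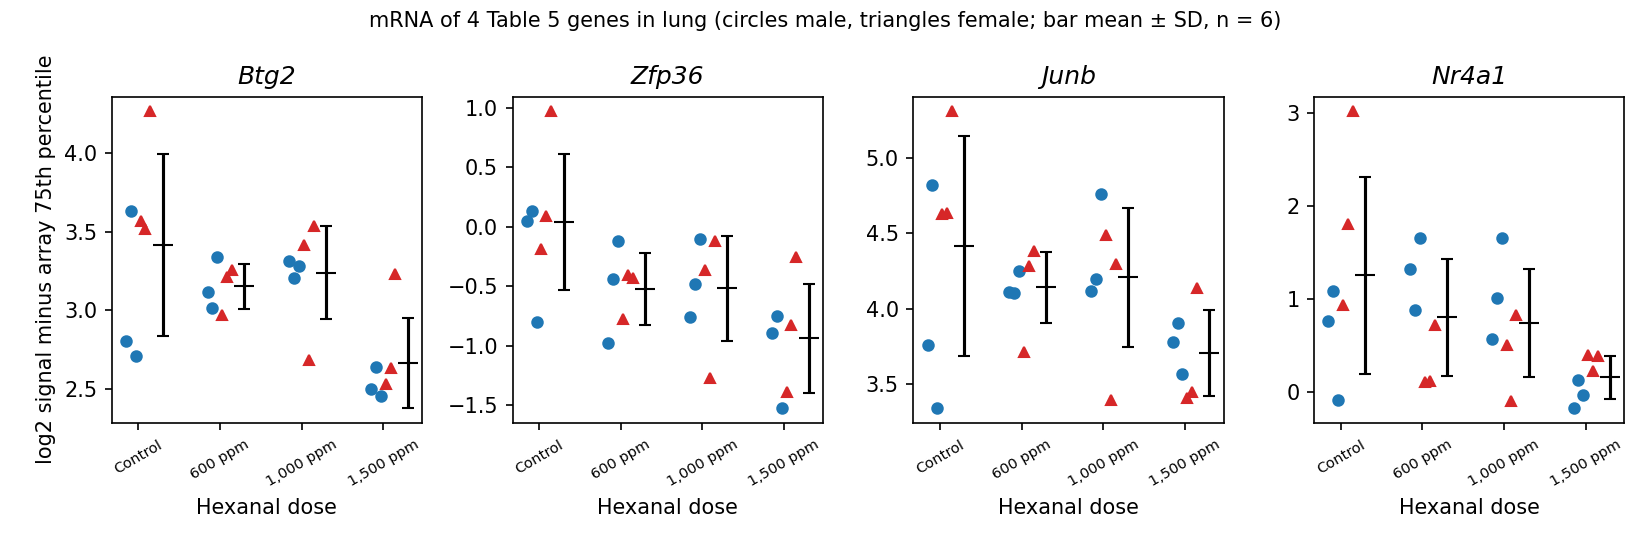
Log2 signal of Btg2, Zfp36, Junb and Nr4a1 relative to the 75th percentile of its array, for each rat by hexanal dose in ppm; circles are males, triangles are females, and bars are the mean ± SD of 6 rats. The mean of Btg2 is 3.41 in the control group and 2.66 at 1500 ppm, and the control rats spread more widely than the high-dose rats. All genes shown belong to the list of immediate early genes.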

BTG2 (BTG anti-proliferation factor 2) has important roles in control of cell growth, cell differentiation, apoptosis and transcriptional regulation. Moreover, it is involved in tumor progression in response to a variety of stressors, steroid hormones and growth factors (Yuniati et al., 2019). ZFP36 (Zinc finger protein 36 homolog; also known as Tristetraprolin) plays role in regulation of TNF- *α* (Tumor necrosis factor-alpha) expression which is a pro-inflammatory mediator (Zhao et al., 2016). 

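A list of 14 genes of the TNF and NF-kB response, written down before the arrays were read, had 11 genes on the array and 10 that passed the filter on dim probes. At 600 ppm 4 were higher and 6 were lower than in the control group, at 1000 ppm 5 and 5, and at 1500 ppm 6 and 4. The adjusted p-values of limma's fry were 0.857, 0.857 and 0.932, and 0 genes passed 0.05 adjusted over the list alone or over all genes at any dose. The median and the mean of the log2 fold changes differ in sign at 600 and 1000 ppm. Tnf itself differed from the control group by -0.14 at 600 ppm, 0.00 at 1000 ppm and 0.29 at 1500 ppm, with a standard error of 0.21 each. Nfkbia was changed by -0.63 at 1000 ppm and -0.65 at 1500 ppm on the log2 scale, with adjusted p-values of 0.516 and 0.591 from limma.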

Since we identified that the relationship between the TNF regulation and hexanal exposure using GO analysis, we considered that further research on inflammatory mechanisms via TNF associated with ZFP36 expression is required. ASIC2 (Acid sensing ion channel subunit 2) is expressed in several systems including peripheral and central nervous system as mechanoreceptor and acid receptor (Kikuchi et al., 2008). Recent studies demonstrated that ASIC2 may lead to increase the pulmonary vascular resistance and possibility of hypoxic pulmonary hypertension (Detweiler et al., 2019).

These results reflect that hexanal exposure may affect skeletal muscle and neuronal system as well as respiratory system. Further validation of key toxicological mechanisms induced by hexanal exposure such as pulmonary inflammation via TNF signaling pathway is required.

## Conclusions

Taken together, this study demonstrated the characteristic methylated profiles by hexanal inhalation exposure system using DNA methylome analysis in an in vivo model. By integrating DNA methylation and mRNA expression profiles, target genes were identified. These genes could be valuable epigenetic biomarkers to distinguish exposure to hexanal and to determine the DNA methylome responses to hexanal exposure in the environment and to predict the underlying mechanisms of hexanal exposure associated with pulmonary toxicity. Further studies on these methylated signatures are required to provide insights into the molecular toxicological mechanisms activated by hexanal exposure.

##  Supplemental Information

10.7717/peerj.10779/supp-1 Figure S2 MeDIP (Methylated DNA Immunoprecipitation) of hexanal-exposed F344 rats Click here for additional data file.

10.7717/peerj.10779/supp-2 Supplemental Information 1 MIAME Checklist Click here for additional data file.

10.7717/peerj.10779/supp-3 Figure S1 DNA fragmentation from hexanal-exposed F344 rats Click here for additional data file.

# Supplementary material for: DNA methylome signatures as epigenetic biomarkers of hexanal associated with lung toxicity
**Source:** PeerJ. 2021 Feb 4;9:e10779. doi: 10.7717/peerj.10779
**Supplement:** Supplemental Information 1

**Miame Checklist**

DNA Methylome Signatures as Epigenetic Biomarkers of Hexanal Associated with Lung Toxicity

Yoon Cho, Mi-Kyung Song, Jae-Chun Ryu

**Part 1 Experiment description**

- **mouse type :** Fischer-344 rat
- **experimental variables (runners vs. non-runners, high fat vs. low fat):** Filtered clean air vs. Hexanal
- **n-count:** n=6/group (Control, low-dose, middle-dose, and high-dose group; a total of 24 DNA samples)
- **tissues used for slide:** Lung tissues from Fischer-344 rats
- **mouse age, and other variables :** 7-8 weeks

**Part 2 Array design.**

- **Array series :** Agilent-066316 Rat CpG 2X400K
- **Deconvoluted spot list with gene names :** https://www.agilent.com/store/productDetail.jsp?catalogId=G4124A
- **Array type (mouse, human, cDNA, oligo, number of genes):** Rat
- **Array size:** 2X400K
- **Slide type (and coating):** Single glass slide formatted with two SurePrint G3 400K arrays

**Part 3 Samples**

- **Cy3/Cy5 labels for tissues:** Yes
- **Dye swap? Or reference control?** None
- **Labelling protocol used:** The methylated DNA sample was labeled with Cy5-dUTP and the input DNA sample was labeled with Cy3-dUTP and 50 μl of master mix mix(dNTPs-dATP, dGTP, dCTP; 120uM, dTTP; 60uM, Cy5-dUTP or Cy3-dUTP; 60uM).
- **Sample extraction protocol used:** Genomic DNA was extracted from the homogenized lung tissue of rats using DNA Mini kit (Qiagen, Germany) following manufacturer's instructions
- **Amount of sample labelled:** 24 samples

**Part 4 Hybridizations**

- **Hybridization protocol:** After purification, the labeled DNA and methylated IP samples were mixed with blocking and hybridization buffer, followed by denaturation for 3 min at 95°C and incubated for 30 min at 37°C. Centrifuge at 17,900 x g for 1 min and immediately placed in a Customized Rat Methylation Microarray (400K) chip and hybridized for 40 h at 65°C in hybridization oven (Agilent Technology, USA).
- **ALL modifications and deviations from the protocol:** None
- **Manual hybridization or automatic chamber?** : Manual hybridization
- **Number of slides done at the same time:** 2 slides
- **Hyb time:** 40 hours
- **Number of washes:** The hybridized microarrays were washed as the manufacturer’s washing protocol (Agilent Technologies, USA).
- **Amount of labelled sample hybridized :** > 5ug
- **Labelling efficiency:** Cy3 labeled incorporation > 3.5 pmole/ul, Cy5 labeled incorporation > 2.5 pmole/ul

**Part 5 Measurements**

- **Which version of scanner software used:** Agilent DNA microarray scanner (Agilent Technologies, USA) and Agilent Feature Extraction software (v10.7.3.1).
- **Laser power for scan:** Agilent DNA microarray scanner (Agilent Technologies, USA)
- **Instrument model numbers:** Agilent SureScan Microarray Scanner G4900DA
- **Must save original .tiff format images (composite image is optional):** Raw data are available on the NCBI Gene Expression Omnibus (GEO) under accession number GSE129313).
- **Normalization protocol:** The all data were normalized using Agilent's Workbench v7.0 Software and the expression pattern of methylation was analyzed in each genomic probe.
- **Does the scanner software subtract background? How much**?: Intensity dependent normalization is a technique that is used to eliminate dye-related artifacts in two-color experiments
- **Spot raw values, background intensity, ch1 and 2 intensity, etc.:** Raw data are available on the NCBI Gene Expression Omnibus (GEO) under accession number GSE129313).
- **Corresponding gene name:** The data are available on the NCBI Gene Expression Omnibus (GEO) under accession number GSE129313).
- **Methods of analysis (MAN, Spotfire, Genespring) be detailed.:** All data were normalized using Agilent's Workbench v7.0 and the expression pattern of methylation was analyzed in each genomic probe. The data were normalized by dividing the average of the signal intensity of the exposed group by the normalized average of the control group. The differentially methylated probes were selected using the 3.0-fold change cutoff.
- **Normalized to controls? Controls removed? All normalization parameters:** All data were normalized using Agilent's Workbench v7.0 and the expression pattern of methylation was analyzed in each genomic probe. The data were normalized by dividing the average of the signal intensity of the exposed group by the normalized average of the control group.
- **Name of Images, Experiment, and location of files.:** Raw data are available on the NCBI Gene Expression Omnibus (GEO) under accession number GSE129313).
- **Lowess or other normalization if used (and parameters):** Normalization was made using the intra-array (Intensity dependent) LOWESS normalization method.
- **Output file:** None
- **Normalized ratios:** None
- **Numerical manipulations:** None
- **Cut off values:** The differentially methylated probes were selected using the 3.0-fold change cutoff.

**Part 6 Normalization controls**

- **Hypothesis:** The normalization process attempts to correct for artifacts caused by non-linear rates of dye incorporation as well as inconsistencies in the relative fluorescence intensity between some red and green dyes.
- **Gene expression patterns found:** Compared with the control group, all three hexanal-exposed groups (Low dose, 600 ppm; Middle dose, 1,000 ppm; High dose, 1,500 ppm) showed distinctly different methylation patterns (Fig.1). The data is the averaged signal that is acquired from normalizing the signal intensity by dividing the average of the signal intensity of the control group.
- **Controls used, normalization methods used (see above):** We used the intra-array (Intensity dependent) LOWESS normalization method. Intensity dependent normalization is a technique that is used to eliminate dye-related artifacts in two-color experiments that cause the cy5/cy3 ratio to be affected by the total intensity of the spot. This normalization process attempts to correct for artifacts caused by non-linear rates of dye incorporation as well as inconsistencies in the relative fluorescence intensity between some red and green dyes.

How the deposited data were processed for this re-analysis (not part of the article)

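Lung mRNA was measured in 24 Fischer-344 rats, 6 in each of the control, 600, 1000 and 1500 ppm groups, with 3 males and 3 females in each. Groups were taken from the sample labels and the doses from the paper. The methylation arrays of the same study are not analysed here.

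The authors' deposited intensities are Agilent Feature Extraction signals of one-colour arrays, background-subtracted and detrended within each array and not scaled between arrays. The authors' deposited table of the series holds the same intensities, equal to the processed signal for at least 99.53% of probes on each array. The paper's text does not name the normalization of the mRNA values.

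Of 42877 spots that are not controls, averaged into 30367 probes, 18355 probes (60.4%) were matched by accession to 15443 gene symbols through a gene table of the rat assembly GRCr8, used for names only; the array was designed on another build and no coordinates are given. The log2 processed signal minus the 75th percentile of its array was tested. Probes well above background in at least 5 of 6 arrays of any group were kept (23620 probes), and for a gene with several probes the probe with the highest mean was used (21259 genes or unnamed probes). R 4.3.3, limma 3.58.1 and data.table 1.17.8 were used. Each dose was compared with control by lmFit and eBayes on all 24 arrays. A gene was called at a fold change of at least 1.5 and an unadjusted p-value under 0.05, as in Table 4, and Benjamini-Hochberg adjusted counts were taken at 0.05. The difference of the dose effect between the sexes was tested on 8 groups, and a slope on dose was tested for a trend. Gene lists were tested with fry over 24 tests of 8 lists at 3 doses, with camera as an alternative. The lists were hyper-methylated genes of Table 2, immediate early, cardiac muscle, skeletal muscle, erythroid, aldehyde and oxidative stress, circadian clock, and TNF and NF-kB response genes. Named genes have an exact permutation test of 6 rats against 6.

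The genes named are those of Table 5 and, at each dose, the 2 with the largest rise and the 2 with the largest fall among called genes with a symbol, well above background in at least 5 of 6 arrays of both groups, and moving the same way in both sexes; 1 gene chosen by this rule is not reported here. The sex-linked genes meant as a check of the labels were not on the array (0 of 7), so the sex labels were not checked with them. The genes Tubb4b, Tubb5 and Chial1 and 2 unnamed probes were named in addition, chosen after their values were seen, and are left out of the Benjamini-Hochberg adjustment of the exact tests.

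Alternatives were another background correction (normexp with offset 50, on the median spot signal, because the files hold no mean signal), quantile normalization, scaling to the array median, the authors' table without scaling, no filter on dim probes, a filter on all 24 arrays, the methods' t-test, fits on control and 1 dose only, sex as a covariate, the slide as a block, array weights, each probe counted, an adjusted p-value with the 1.5-fold threshold, and leaving out each of 24 rats in turn. A block by scan day was not run because all arrays were scanned on 1 day. In simulated data for the 1000 ppm comparison, 200 of 21259 genes were changed 2-fold. Of these, 94% were called in the right direction and 84% had an adjusted p-value under 0.05, while 166 unchanged genes were called. For the 1500 ppm difference between the sexes, 200 genes were given a shift of 3 in females. Of these, 93% were found, with 8 others. The 1064 genes found in the real data had a median absolute difference of 0.90. The simulation therefore does not show how often differences of that size are found.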

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

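The tests of the slide for Tubb4b and for the difference between the sexes and of the immediate early genes were chosen after the results had been seen.

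Tubb4b, which the paper does not discuss, had the smallest adjusted p-values of all genes tested, and was chosen after its values were seen. Its log2 signal was 5.44 ± 0.20 in the control group, 6.01 ± 0.21 at 600 ppm, 6.44 ± 0.12 at 1000 ppm and 6.38 ± 0.10 at 1500 ppm (SD, n = 6), with adjusted p-values from limma of 0.136, 1.66e-05 and 4.41e-05. At each dose 6 of 6 rats lay above every control rat (exact permutation p = 0.00216, the smallest that 6 against 6 allow). Both sexes rose at 1000 ppm, by 1.07 in males and 0.91 in females. The adjusted p-value at 1000 ppm stayed under 0.05 in 11 of 12 alternatives and in all 24 fits that leave out a rat, and was 0.11 with the slide as a block; at 1500 ppm that block raised it to 0.679, and for the dose trend from 0.000469 to 0.998. The change itself did not shrink under that block: it was 1.18 with a standard error of 0.195 at 1000 ppm and 1.20 with 0.244 at 1500 ppm, which argues against additive differences between slides as the cause. One probe measures the gene, so cross-hybridization of related tubulins was not tested. Tubb5 was higher by 0.40 at 1000 ppm (adjusted p = 0.0389), but its adjusted p-value was 0.948 with the slide as a block and was under 0.05 in 6 of 12 alternatives and 6 of 24 fits that leave out a rat, while Tubb2a changed by -0.04 and Tubb6 by -0.17. Chial1 was higher by 1.22 at 1000 ppm (adjusted p = 0.0181), and an unnamed probe, A_64_P138346, by 0.78 (adjusted p = 0.0389). Under the slide block their adjusted p-values were 0.11 and 0.999. The changes at 1000 ppm under that block were 0.52 for Tubb5, 1.95 for Chial1 and 0.98 for the unnamed probe, so none shrank. The adjusted p-value of Chial1 was under 0.05 in 8 of 12 alternatives and 20 of 24 fits that leave out a rat. That of the unnamed probe was under 0.05 in 4 and 10. A dose effect on Tubb4b is a hypothesis that these values leave open.

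The dose effect at 1500 ppm differed between males and females for 1064 genes at an adjusted p-value under 0.05 (limma), and for 0 genes at 600 and 1000 ppm, where 1062 and 2003 genes had an unadjusted p-value under 0.05. Of the 1064, 795 were higher in males and lower in females, 243 the opposite, and 26 moved the same way. Other assignments of the sexes within the control and high-dose groups gave as many in 2 of 100. That count cannot exclude chance, because males and females also differ apart from the dose. A split by sex, which also follows the slides, called 901 genes at 1500 ppm. Other assignments move that difference into the residual spread or into the contrast itself. High-dose males lay on 1 slide, high-dose females on another, and control males and females on 2 more. With the slide as a block 166 genes were left, a comparison that rests on slides shared with other doses, so sex and slide cannot be told apart for most of these genes. Leaving out control rat 23 gave 632. A sex difference stays open.

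Immediate early genes were lower at 1500 ppm, 18 of 21 with a median of -0.71 (adjusted p = 0.0475 from limma's fry); 11 passed adjusted over the list alone and 0 over all genes. The list holds 4 genes of Table 5; of the other 17, 14 were lower. Their levels correlated within groups (median r 0.340 against at most 0.166 in 1000 random lists). The slide block gave an adjusted p-value of 0.389, and the list was no longer under 0.05 in 6 of 11 other settings and 17 of 24 fits that leave out a rat. Handling at tissue collection and exposure cannot be told apart, because no time of collection is used here.

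Skeletal muscle genes were higher at 1000 ppm, 9 of 9 with a median of 0.33 (adjusted p = 0.0475 from limma's fry). The adjusted p-value ranged from 0.00494 to 0.976 over the other settings (0.976 with the slide as a block) and reached 0.152 with a rat left out; it was above 0.05 in 7 of 11 settings and 20 of 24 fits that leave out a rat. Cardiac muscle genes moved more, with a median of 2.48 and 11 of 11 higher at 1000 ppm, although fry gave them an adjusted p-value of 0.185. Within groups the cardiac genes rose and fell together (median r 0.917, against at most 0.335 in 1000 random lists of the same expression), and Myh6 ranged from -8.30 to 3.46 among control rats and from -0.39 to 5.36 among middle-dose rats. A candidate explanation is that some pieces of lung held heart muscle, such as the muscle sleeve of the pulmonary veins; the skeletal list was not separated from it by a test.

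Single rats lay far from the other 5 of their group in 8 of 99 groups tested, where chance gives about 1 in 20. The gap divided by the range was 0.757 for Btg2 in high-dose rat 38 (highest), 0.666 for Slc9b2 in middle-dose rat 11 (lowest), 0.711 for Fancd2 in middle-dose rat 31 (highest), 0.832 for Mmp13 in high-dose rat 38 (highest), 0.707 for Ly49i5 in low-dose rat 26 (highest), 0.632 for Ly49i5 in high-dose rat 18 (lowest), 0.629 for Itln1 in control rat 21 (lowest) and 0.677 for Tubb5 in high-dose rat 38 (lowest). Itln1 in control rat 21, Slc9b2 in middle-dose rat 11 and Ly49i5 in high-dose rat 18 were not well above background. Rat 38 accounts for 3 of them. No biological explanation was tested.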

How the results depend on the processing

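The 4 settings that combine the methods' t-test with no filter were chosen after the values were seen; all others were set before the data were examined. Among genes named in the text, including the 5 chosen after their values were seen, 695 of 774 results under these other settings kept their direction and their side of the threshold, 42 fell below it, 23 rose past it and 14 changed sign; with a rat left out, 1446 of 1584 kept both, 90 fell below, 38 rose past it and 10 changed sign. Of the changes of sign, only that of Dbp at 1500 ppm with the slide as a block was in a gene past the threshold. The causes were not tested unless stated.

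The normexp correction gave 11 higher and 29 lower genes at 600 ppm, 74 and 354 at 1000 ppm, and 25 and 69 at 1500 ppm, against 34 and 97, 274 and 73, and 149 and 111. It gave 1 adjusted gene at 600 ppm and 2 at 1500 ppm, 337 genes for the sex difference at 1500 ppm, 6 genes at all 3 doses, and adjusted p-values of 0.976 for skeletal muscle at 1000 ppm and 0.113 for immediate early genes at 1500 ppm. It moved the median of all genes by -0.07, -0.12 and -0.05 at the 3 doses. Quantile normalization gave 51 and 76 genes at 600 ppm, 260 and 113 at 1000 ppm and 126 and 133 at 1500 ppm, 2 adjusted genes at 1000 ppm, 1 trend gene, and 0.0614 and 0.0506 for the 2 lists. Median scaling gave 2 adjusted genes at 1000 ppm and 1 trend gene. The authors' table without scaling gave 76 higher and 64 lower genes at 600 ppm, 539 and 30 at 1000 ppm, 102 and 160 at 1500 ppm, 0 trend genes and 0.119 for both lists, with medians of all genes at 0.07, 0.11 and -0.05.

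Without the filter there were 377 higher and 210 lower genes at 600 ppm, 183 lower at 1000 ppm, 321 higher at 1500 ppm, 2 adjusted genes at 1000 ppm, 1 trend gene, 39 genes at all 3 doses, and 0.228 and 0.0648 for the 2 lists; it adds dim probes by construction. The filter on all 24 arrays gave 22 and 28 at 600 ppm, 43 lower at 1000 ppm, 81 and 71 at 1500 ppm and 10 at all 3 doses. The methods' t-test gave 64 lower genes at 600 ppm, 47 lower at 1000 ppm, 2 adjusted at 1000 ppm and 7 at all 3 doses. Fits on control and 1 dose gave 1 adjusted gene at 1000 ppm, 9 genes at all 3 doses and 0.189 for both lists. An adjusted p-value with 1.5-fold gave 0 and 0 genes at 600 ppm, 3 and 0 at 1000 ppm, and 1 and 0 at 1500 ppm.

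Sex as a covariate gave 56 higher genes at 600 ppm, 12 adjusted genes at 1500 ppm, 42 trend genes and 0.0357 for the circadian list at 1500 ppm. With the slide as a block there were 119 higher genes at 600 ppm, 134 lower at 1000 ppm and 201 lower at 1500 ppm, 2, 0 and 0 adjusted genes, 16, 3 and 166 genes for the sex difference, 0 trend genes, 65 genes at all 3 doses, and 0.976 and 0.389 for the 2 lists; Dbp at 1500 ppm reversed to -0.17. Array weights gave 67 higher and 237 lower genes at 600 ppm, 153 lower at 1000 ppm, 2 adjusted genes at 1500 ppm, 2797 genes for the sex difference and 0.136 for skeletal muscle. Counting each probe gave 1 trend gene. Under camera, which assumes a preset correlation, the immediate early list had 0.00478 at 600 ppm and 0.00214 at 1000 ppm, the cardiac list 0.0142 and 1.8e-06, and the erythroid list 0.00214 at 1500 ppm; none of these 5 passed under fry.

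Changes of sign below the threshold came mostly with the slide as a block, which gave log2 fold changes of -0.47 for Ankrd1, 0.94 for Mmp13, 1.24 for Ccdc77, -2.78 for Ckmt2 and -1.80 for Sln at 1500 ppm, -1.24 for Fancd2, 0.30 for Mmp13, 0.18 for Ccdc77 and -0.77 for Dbp at 1000 ppm, and -0.55 for Dbp at 600 ppm. The normexp correction gave -0.067 and -0.23 for Slc9b2 at 600 and 1000 ppm and -0.40 for Fancd2 at 1000 ppm. Gene lists with an adjusted p-value above 0.05 in both fits also changed direction. Under normexp these were the hyper-methylated and skeletal muscle lists (0.972), the erythroid list (0.976) and the circadian list (0.973) at 600 ppm, and the circadian list at 1000 ppm (0.972). With the authors' table they were the TNF list (0.906, 0.815 and 0.903 at the 3 doses), the hyper-methylated list at 1000 ppm (0.739) and the aldehyde list at 1500 ppm (0.906). Without the filter they were the erythroid (0.856) and TNF (0.936) lists at 600 ppm. The hyper-methylated list at 1000 ppm turned in the fit on control and 1 dose (0.988) and with sex as a covariate (0.887), and the TNF list at 1500 ppm with array weights (0.444) and camera (0.908). The slide block turned the skeletal muscle list at 600 and 1500 ppm, the aldehyde list at each dose, and the cardiac, circadian and TNF lists at 1500 ppm, each with 0.976.

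The settings chosen after seeing the values gave 314 higher and 162 lower genes at 600 ppm for the methods' t-test without a filter; 344, 183, 125 lower at 1000 ppm and 245 higher at 1500 ppm with each probe counted; 604 higher at 600 ppm, 563 higher and 47 lower at 1000 ppm with the authors' table; and 225, 207 and 162 lower at 1000 ppm with quantile normalization.

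With a rat left out, calls at 600 ppm ranged from 33 to 81 higher and 85 to 167 lower, at 1000 ppm from 146 to 409 higher and 50 to 162 lower, and at 1500 ppm from 101 to 244 higher. Adjusted genes ranged from 1 to 4 at 1000 ppm and 1 to 5 at 1500 ppm (5 without control rat 21), the sex difference from 0 to 2, 0 to 4 and 632 to 1223 genes, trend genes from 1 to 8, genes at all 3 doses from 10 to 31 (31 without control rat 3), skeletal muscle from 0.0343 to 0.152 and immediate early from 0.0106 to 0.145. Results whose sign changed with a rat left out ranged from -0.029 to 0.55 for Ankrd1, from -0.49 to 0.023 for Alas2 and from -0.13 to 0.53 for Dbp at 600 ppm, from -0.58 to 0.037 for Mmp13 at 1000 ppm, and from -0.25 to 0.013 for Fancd2 and -0.17 to 1.67 for Ckmt2 at 1500 ppm. Lists that changed direction had adjusted p-values from 0.614 to 0.986 (skeletal muscle), 0.744 to 0.997 (erythroid), 0.556 to 0.986 (aldehyde) and 0.692 to 0.997 (TNF) at 600 ppm, 0.732 to 0.973 (hyper-methylated) and 0.68 to 0.977 (TNF) at 1000 ppm, and 0.753 to 0.997 (TNF) at 1500 ppm. No paired analysis was possible because the rats of different groups share no number. Signal over background limits Asic2, Prlr, Foxb1, Clstn3 and Lrtm2, which have no usable change.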

Differences from the paper's values

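The settings that combine the methods' t-test with no filter were chosen after seeing the values. All 9 counts of Table 4 differ from those found here. The counts found here and the paper's are 34 and the paper's 73 higher genes at 600 ppm, 97 and the paper's 570 lower, and 131 and the paper's 643 in total. At 1000 ppm they are 274 and the paper's 600 higher, 73 and the paper's 211 lower, and 347 and the paper's 811 in total. At 1500 ppm they are 149 and the paper's 359 higher, 111 and the paper's 210 lower, and 260 and the paper's 569 in total.

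Among alternatives set before the data were examined, counts within 1.5 times the paper's were 51 higher at 600 ppm under quantile normalization; 76 higher at 600 ppm, 539 higher and 569 in total at 1000 ppm, and 160 lower at 1500 ppm with the authors' table; 587 in total at 600 ppm, 183 lower and 562 in total at 1000 ppm, and 321 higher, 158 lower and 479 in total at 1500 ppm without the filter; 56 higher at 600 ppm with sex as a covariate; 201 lower and 406 in total at 1500 ppm with the slide as a block; and 67 higher at 600 ppm, 153 lower at 1000 ppm and 143 lower at 1500 ppm with array weights. Normexp, median scaling, the filter on all arrays, the methods' t-test, fits on control and 1 dose, and counting each probe matched none. With 1 rat left out, 52 (control rat 1), 55 (control rat 22), 67 (control rat 23), 81 (low-dose rat 6), 54 (low-dose rat 7) and 54 (low-dose rat 26) were higher at 600 ppm, 409 higher (control rat 22) and 162 lower (control rat 3) at 1000 ppm, and 244 higher (control rat 23) at 1500 ppm.

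Of the settings chosen after seeing the values, the methods' t-test without a filter gave 476 in total at 600 ppm; with each probe counted 527 in total at 600 ppm, and 245 higher and 383 in total at 1500 ppm; with the authors' table 719 in total at 600 ppm, and 563 higher and 610 in total at 1000 ppm; and with quantile normalization 432 in total at 600 ppm, 162 lower at 1000 ppm and 155 lower at 1500 ppm. The largest count of lower genes at 600 ppm in any setting was 237, against the paper's 570.

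The paper places Ankrd1, Asic2, Clstn3, Lrtm2, Prlr and Foxb1 among genes whose expression changed with methylation. Ankrd1 was not called here by limma at any dose; the methods' t-test and the fit on control and 1 dose called it at 1500 ppm, as did the fits without low-dose rat 6, middle-dose rats 32 and 33, and high-dose rat 17, and the fits without middle-dose rats 11 and 32 called it at 1000 ppm. The others, and Slc9a2, Ltf and Serpinc1, were below the filter on dim probes. Without that filter, limma called Asic2 at 1500 ppm, Slc9a2 at 1000 and 1500 ppm, Ltf at each dose and Foxb1 at 1000 and 1500 ppm; most of these signals were not well above background, so the sizes of the changes are not given. In the 4 settings chosen after seeing the values, the methods' t-test without the filter called Slc9a2 at 1000 and 1500 ppm, Ltf at 1500 ppm alone and Foxb1 at no dose. It called Asic2 at 1000 ppm and Clstn3 at 1500 ppm in 3 of the 4, not with quantile normalization, and Asic2 at 1500 ppm in none. With each probe counted it also called a second probe of Lrtm2 at 1500 ppm. Prlr and Serpinc1 were called in neither limma without the filter nor these 4 settings.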

Other observations

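The tests of the circadian clock genes and of the sample splits within the sexes were chosen after the results had been seen.

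The numbers of called genes were set against other splits of the same rats. At 600, 1000 and 1500 ppm, 69, 12 and 28 of 100 splits gave as many genes past the threshold of Table 4, the real one included, and of splits that keep the sexes balanced 41, 9 and 19 of 100 did, so chance cannot be excluded for these counts. For genes with an adjusted p-value under 0.05, 2 of 100 at 1000 ppm and 5 of 100 at 1500 ppm gave as many, so chance can be excluded for the first and not for the second; for the trend genes it can be excluded (1 of 100). With the slide as a block 0 adjusted genes were left at 1000 and 1500 ppm and 0 trend genes. That block reaches the control rats only through low-dose rats 6 and 26, so it is a weak test at these doses. For the 19 genes called at all 3 doses, 11 of 100 random assignments of the residuals gave as many. A split of the rats by sex, which also follows the slides, called 1413, 837 and 901 genes at the 3 doses; with the slide as a block, the real comparison called 119 and 108, 193 and 134, and 205 and 201 genes higher and lower. Arrays of 1 slide had a consensus correlation of 0.287 over all genes (0.129 with sex in the model), so differences between slides may account for part of the calls in any group.

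The circadian clock list, fixed beforehand, had 8 of 12 genes higher at 1500 ppm (fry adjusted p = 0.175, or 0.0357 with sex as a covariate, and 0.976 with the slide as a block, where its direction reversed; 8 genes passed adjusted over the list alone and 0 over all genes). The 6 genes of the Dbp set were higher by 1.14 on average and the 3 of the Bmal1 set changed by -0.71, a difference of 1.85 between genes of opposite phase, which is consistent with tissue taken at another phase of the day. Dbp went with the slide in some rats. Middle-dose males 11 and 12 had 0.28 and 0.44, while middle-dose male 13, on the slide of the high-dose males, had 2.99 beside their 3.43, 2.17 and 3.56. Low-dose females 27 and 28 had 3.04 and 3.01, and low-dose female 26, on the slide of the control females, had 0.72 beside their 0.75, 2.39 and 2.25. Middle-dose female 33 did not follow its slide: its Dbp was 1.82, near the 1.96 of middle-dose female 32 on another slide, beside 3.12, 3.06 and 2.68 in the high-dose females on its own, and its Bmal1 was 0.34 beside their -0.89, -0.75 and -0.69. The order of collection and the hour of necropsy are not used here, and an effect of exposure on the clock stays open.

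Of the other lists, aldehyde and oxidative stress genes had adjusted p-values of 0.792, 0.472 and 0.733 from fry at 600, 1000 and 1500 ppm, cardiac muscle genes 0.657, 0.185 and 0.733, and erythroid genes 0.932, 0.733 and 0.445, with 7 of 7 erythroid genes lower at 1500 ppm and a median of -0.58.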
